# Activated Alk triggers prolonged neurogenesis and Ret upregulation providing a therapeutic target in ALK-mutated neuroblastoma

**DOI:** 10.18632/oncotarget.1883

**Published:** 2014-04-02

**Authors:** Alex Cazes, Lucille Lopez-Delisle, Konstantina Tsarovina, Cécile Pierre-Eugène, Katleen De Preter, Michel Peuchmaur, André Nicolas, Claire Provost, Caroline Louis-Brennetot, Romain Daveau, Candy Kumps, Ilaria Cascone, Gudrun Schleiermacher, Aurélie Prignon, Frank Speleman, Hermann Rohrer, Olivier Delattre, Isabelle Janoueix-Lerosey

**Keywords:** Neuroblastoma, ALK, neurogenesis, therapeutic target, RET

## Abstract

Activating mutations of the *ALK* (Anaplastic lymphoma Kinase) gene have been identified in sporadic and familial cases of neuroblastoma, a cancer of early childhood arising from the sympathetic nervous system (SNS). To decipher ALK function in neuroblastoma predisposition and oncogenesis, we have characterized knock-in (KI) mice bearing the two most frequent mutations observed in neuroblastoma patients. A dramatic enlargement of sympathetic ganglia is observed in *Alk^F1178L^* mice from embryonic to adult stages associated with an increased proliferation of sympathetic neuroblasts from E14.5 to birth. In a *MYCN* transgenic context, the F1178L mutation displays a higher oncogenic potential than the R1279Q mutation as evident from a shorter latency of tumor onset. We show that tumors expressing the R1279Q mutation are sensitive to ALK inhibition upon crizotinib treatment. Furthermore, our data provide evidence that activated ALK triggers *RET* upregulation in mouse sympathetic ganglia at birth as well as in murine and human neuroblastoma. Using vandetanib, we show that RET inhibition strongly impairs tumor growth *in vivo* in both *MYCN*/KI *Alk^R1279Q^* and *MYCN*/KI *Alk^F1178L^* mice. Altogether, our findings demonstrate the critical role of activated ALK in SNS development and pathogenesis and identify RET as a therapeutic target in ALK mutated neuroblastoma.

## INTRODUCTION

Neuroblastoma (NB) is an embryonal cancer of the peripheral sympathetic nervous system (SNS) observed in early childhood. It is characterized by a broad spectrum of clinical behaviors [1-3] and is classified into localized or metastatic disease [4,5]. Two main *bona fide* cancer genes, *MYCN* and *ALK*, have been identified as major actors of NB pathogenesis. Amplification of the *MYCN* oncogene is observed in 25% of NB cases and is associated with a poor prognosis [1,6]. Overexpression of *MYCN* in neuroectodermal cells under the tyrosine hydroxylase (TH) promoter leads to NB in mice, demonstrating that MYCN can contribute to neuroblast transformation *in vivo* [7,8]. Whereas the *MYCN* oncogene is involved in NB oncogenesis only at the somatic level, both somatic and germline activating mutations of the *ALK* gene have been identified in sporadic and familial cases, respectively [9-12]. The *ALK* gene encodes a receptor tyrosine kinase preferentially expressed in the developing peripheral and central nervous systems [13-16]. The occurrence of *ALK* mutations in sporadic cases is around 7% with two hotspots at positions R1275 and F1174. A preferential association of F1174L mutants with *MYCN* amplification has been reported in a large meta-analysis [17]. Analysis of NB families revealed that the R1275Q was the most frequent germline mutation whereas no germline mutation affecting the F1174 residue has been reported in such families [10,11,18].

*In vitro*, sympathetic neuroblast proliferation has been shown to be increased upon overexpression of wild-type (Wt) ALK as well as R1275Q and F1174L mutant forms in a culture model of chick embryonic neuroblasts [19]. Moreover, it has been recently reported that F1174L ALK may transform murine neural crest progenitor cells [20]. *In vivo*, oncogenic cooperation between MYCN and ALK^F1174L^ has been documented in a zebrafish model [21] and in transgenic mice [22,23].

Here we report the characterization of the first two lines of knock-in (KI) mice carrying the two most frequent *Alk* activating mutations observed in NB patients. These mice enable to investigate the role of *Alk* mutations in a physiological context, in both development and oncogenesis.

## RESULTS

### Generation of *Alk^R1279Q^* and *Alk^F1178L^* KI mouse lines

In order to get insights into the role of the ALK R1275Q and F1174L mutations observed in NB patients, we developed KI mice targeting the corresponding residues in the mouse Alk receptor, *i.e.* R1279Q and F1178L, respectively (Figure 1A,D). For the R1279Q mutation, a targeting vector was constructed as shown in Figure 1B. Homologously recombined ES129 clones were selected and injected into blastocysts. Resulting chimeric mice were crossed with transgenic Cre mice in order to remove the Neo cassette. The Cre transgene was then further segregated yielding one *Alk^R1279Q^* KI mice line. The presence of the mutation was confirmed by direct Sanger sequencing and analysis of SNS ganglia cDNA showed that heterozygosity resulted in balanced amounts of Wt and mutated mRNAs (Figure 1C).

**Figure 1:**
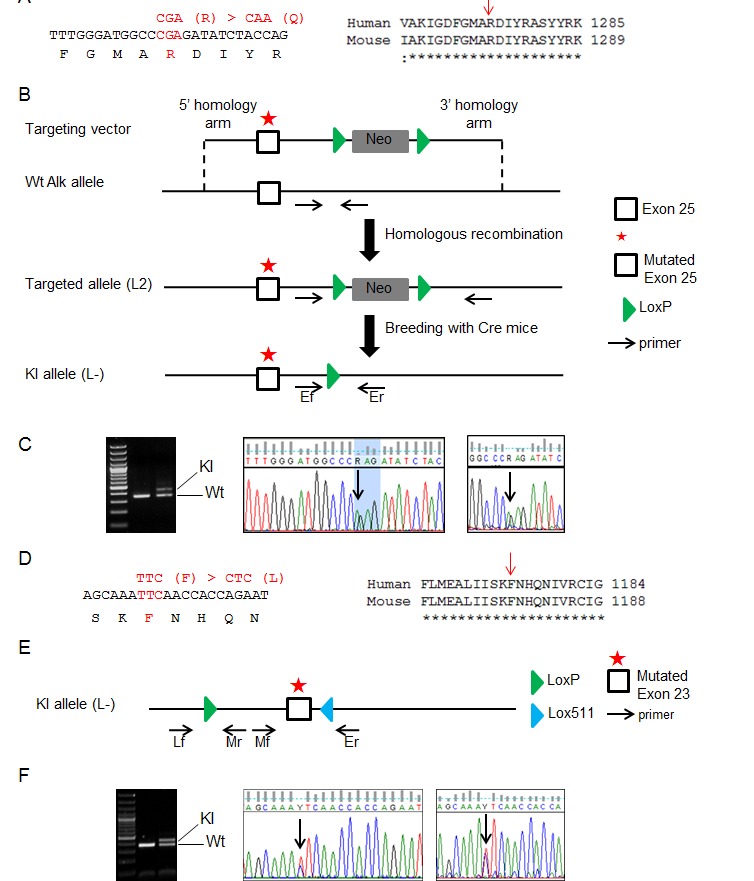
Generation of *Alk^R1279Q^* and *Alk^F1178L^* KI mice (A) Nucleotide and protein sequences surrounding the mutated residue in exon 25 of mouse *Alk*. The R1275 residue in the human ALK receptor corresponds to the R1279 position in the mouse Alk receptor. (B) Schematic representation of the strategy used to obtain*Alk^R1279Q^* KI mice. The Neo cassette was removed *in vivo* by Cre recombination. (C) PCR analysis of genomic tail biopsy DNA using primers Ef and Er detects successful recombination events in the KI mice (left panel). Direct Sanger sequencing on genomic DNA (middle panel) confirmed that one mutated allele was present in heterozygous mice. Heterozygosity resulted in equal amounts of Wt and mutated mRNAs (right panel). (D) Nucleotide and protein sequences surrounding the mutated residue in exon 23 of mouse *Alk*. The F1174 residue in the human ALK receptor corresponds to the F1178 position in the mouse Alk receptor. (E) Schematic representation of the KI allele of the*Alk^F1178L^* KI mice line. (F) The same panels as in (C) are shown for the F1178L mutation. PCR analysis of genomic tail biopsy DNA was performed using primers Lf and Mr to detect the KI allele (left panel).

For the F1178L mutation (Figure 1D), we used a different approach (see Methods) that led to a KI allele (L-) bearing the mutated exon 23 flanked by one LoxP and one Lox511 sites (Figure 1E). We confirmed that both the Wt and mutated mRNAs were expressed in *Alk^F1178L^* heterozygous mice (Figure 1F).

### Major size and proliferation abnormalities of sympathetic ganglia in KI *Alk* mice

We first refined *Alk* expression in the SNS by RT-qPCR on mRNAs extracted from superior cervical ganglia (SCG) and stellate ganglia. As shown in Figure 2A, *Alk* expression was highest at E16, and then decreased but remained at adult stage. We then sought to determine whether KI *Alk* mice presented with abnormalities of the sympathetic ganglia. At dissection, an enlargement of the SCG and stellate ganglia was apparent in both *Alk^R1279Q^* and *Alk^F1178L^* mutants. Since this difference was more pronounced in KI *Alk^F1178L^* animals, we subsequently focused on this mutation. We recorded an increased size of the SCG and stellate ganglia in both heterozygotes and homozygotes at the adult stage (Figure 2B) and at birth (Figure 2C,D). This increase was higher in homozygotes than heterozygotes, therefore suggesting a gene dosage effect. At E12.5, we documented a significant increase in the number of neuroblasts (islet1-positive cells) in the SCG and stellate ganglia of homozygous mice compared to Wt (Supplemental Figure 1). In both cases the vast majority of neuroblasts were ki67 positive. Further in development, *i.e.* at E14.5, SCG and stellate ganglia of both heterozygous and homozygous mutant mice presented with a higher number of neuroblasts per ganglion than Wt littermate controls (Figure 2E,F). Interestingly, at that stage, we could document an increased proportion of ki67 positive neuroblasts in Alk mutated ganglia indicating an increased proliferation (Figure 2F). We then performed a transcriptomic profiling of sympathetic ganglia from Wt and KI *Alk^F1178L^* mice, at P0 and P18 stages. At P0, GSEA analysis of Wt versus mutant ganglia revealed a strong signature for cell cycle, S-phase and G1/S transition genes (Figure 3A). Accordingly, ki67 staining showed an excess of proliferation in sympathetic ganglia of KI *Alk^F1178L^* mice (Figure 3B). Recent *in vivo* data suggested a role of Ret in the control of proliferation at late stage neurogenesis [24]. Interestingly, Figure 3C shows that *Ret* expression is increased at P0 in sympathetic ganglia from mutants compared to controls and that this increase is higher in homozygotes compared to heterozygotes (p<0.001, ANOVA test). We observed that the proliferation signature was no more present at P18 (Figure 3D). An enrichment of cell cycle genes was also observed at P0 in sympathetic ganglia of KI *Alk^R1279Q^* mice (Supplemental Figure 2A). As shown in Supplemental Figure 2A, at birth Alk expression was slightly increased in mutated ganglia compared to Wt ganglia, and this increase was somewhat higher in the case of the Alk F1178L mutation compared with the Alk R1279Q mutation. This was confirmed by RT-q-PCR and an increase was also documented at the adult stage in mutants (data not shown). Altogether, our results therefore demonstrate that expression of Alk mutants triggers prolonged neurogenesis in sympathetic ganglia. However, we did not observe any tumor in these KI mice, indicating that activated Alk is not by itself sufficient to induce neuroblastic tumors.

**Figure 2:**
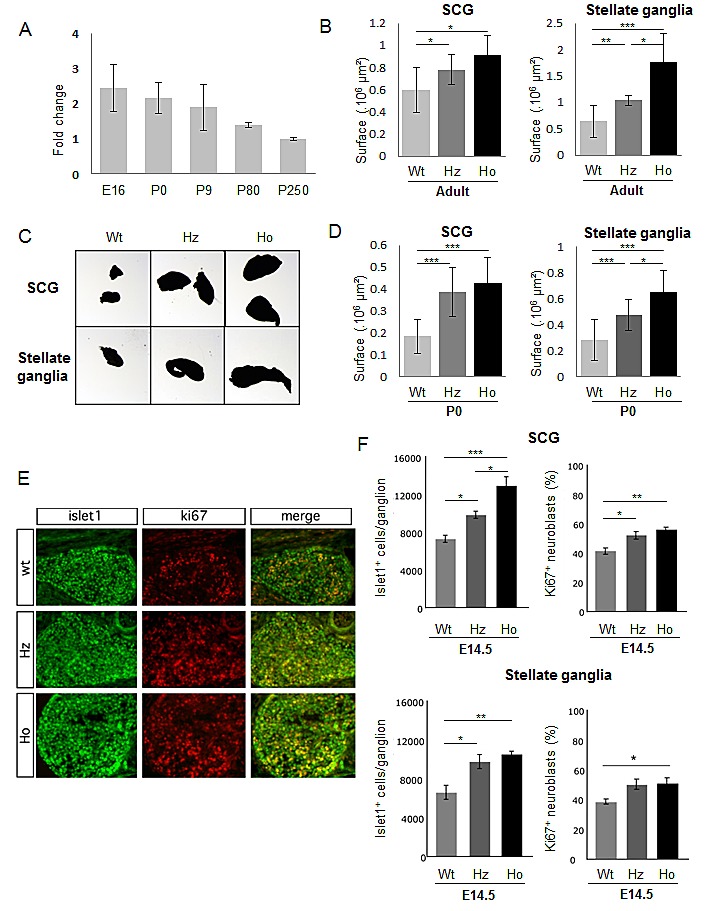
Abnormalities of superior cervical and stellate ganglia in *Alk^F1178L^* KI mice (A) Expression of Alk mRNA in the sympathetic ganglia of Wt animals determined by RT-qPCR from E16 to adult stages. Alk expression was calculated relative to the mean expression at P250. (B) Enlargment of SCG and stellate ganglia in adult *Alk^F1178L^* KI mice. (C) Example of increased size of SCG and stellate ganglia at birth in *Alk^F1178L^* KI mice compared with littermate controls. (D) Quantification of SCG and stellate ganglia size at P0. (E) Immunofluorescence with islet1 and ki67 antibodies was performed on SCG sections of Wt, heterozygous (Hz) and homozygous (Ho) *Alk^F1178L^* embryos at E14.5. (F) Quantification of islet1-positive cells and double positive cells for islet1 and ki67 revealed a significant increase in the number of neuroblasts of the SCG and stellate ganglia in mutant embryos as well as an increased proliferation. Bonferroni Multiple Comparisons Tests were used to evaluate differences between the groups (n=5 samples in each group). Error bars represent standard deviation.

**Figure 3:**
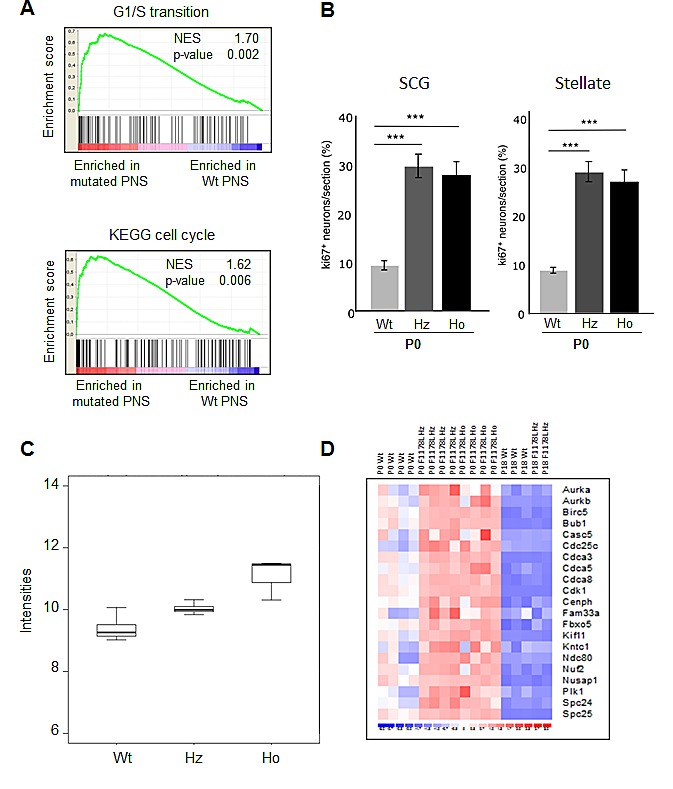
Increased proliferation of sympathetic neurons at P0 in *Alk^F1178L^* KI mice (A) GSEA of cell cycle and G1/S transition pathway genes in transcriptomic data of Wt and mutated ganglia at P0. The normalized enrichment score (NES) and the nominal p-value are indicated. (B) Quantification of double positive cells for islet1 and ki67 revealed an increased proliferation at P0 in ganglia of heterozygotes (Hz) and homozygotes (Ho) KI *Alk^F1178L^* mice. Bonferroni Multiple Comparisons Tests were used to evaluate differences between the groups (n=4 samples in each group). Error bars represent standard deviation. (C) Expression of the *Ret* gene in sympathetic ganglia at birth. (D) Heatmap of genes belonging to the “Mitosis” category (GO:0007067) in P0 and P18 mutated and Wt ganglia.

### Both *Alk* R1279Q and F1178L mutations cooperate with *MYCN* to induce NB *in vivo*

We then explored the oncogenic potential of both mutations in cooperation with the *MYCN* gene by crossing *Alk^R1279Q^* and *Alk^F1178L^* KI mice with *TH-MYCN* mice. Two sets of breedings were analyzed, the first one on a mixed background (F1 between 129×1/SvJ *TH-MYCN* and C57Bl/6 KI *Alk^R1279Q^* or *Alk^F1178L^*) and the second one on a genetic background >93.5 % 129S2. On both backgrounds *Alk^R1279Q^* and *Alk^F1178L^* strongly synergized with *MYCN* overexpression to induce tumors (Figure 4A,B). Full penetrance and much shorter latency were observed in the 129S2 background. Interestingly, tumor onset was even earlier in the case of the F1178L mutation compared with the R1279Q mutation, demonstrating that the oncogenic potential of the F1178L mutation is higher than that of the R1279Q mutation.

**Figure 4:**
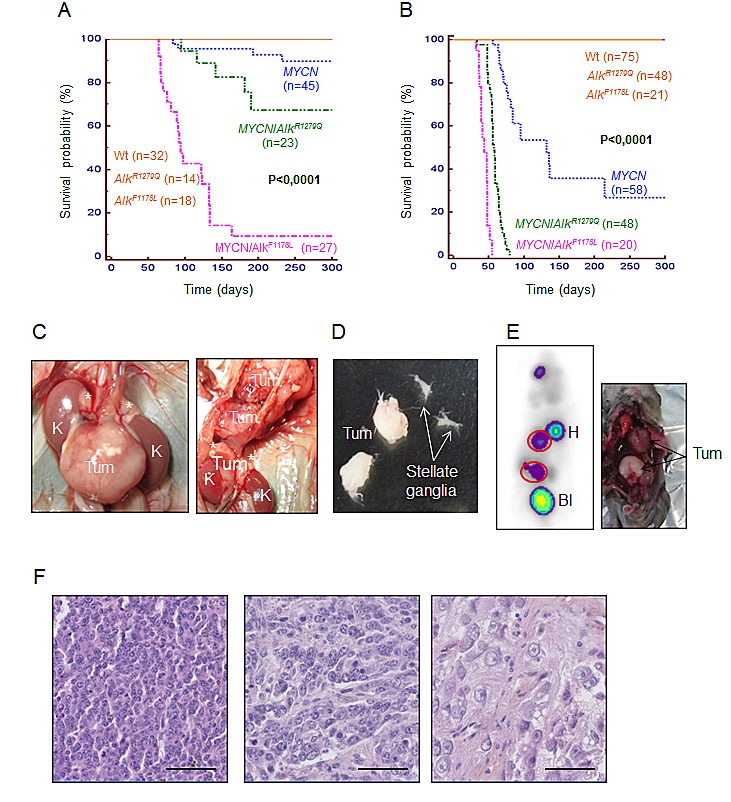
Both *Alk^R1279Q^* and *Alk^F1178L^* mutations cooperate with MYCN *in vivo* to induce NB tumors (A and B) Kaplan-Meier analysis showing that the *Alk^R1279Q^* and *Alk^F1178L^* mutations cooperate with *MYCN* to induce NB in a 129B6F1 (A) and 129S2 (B) background, respectively. 129B6F1: F1 background from 129×1/SvJ × C57Bl6/N intercrosses. Mice were sacrificed upon detection of abdominal palpable tumors or paralysis of the lower extremities. (C) Examples of abdominal and thoracic tumors at autopsy. Tum: tumor; K: kidney. Stars mark the adrenal glands. (D) Example of cervical tumors deriving from the SCG. The stellate ganglia of the same mice are shown next to the cervical tumors. (E) Detection of one multifocal (abdominal and thoracic) tumor in a *MYCN*/KI *Alk^R1279Q^* mice by molecular imaging using ^18^F[FDG] micro-PET. H: heart; Bl: bladder (left panel). Mouse autopsy confirmed the presence of both tumors (right panel). (F) Representative images of tumor histology. Left panel: *MYCN* tumor, undifferentiated; middle and right panels: *MYCN*/*Alk* tumors exhibiting signs of differentiation. Scale bars, 50 μm.

In most cases, tumors were detectable through abdominal palpation of tough masses (Figure 4C). Autopsy revealed that abdominal tumors were median, perivascular and locally invasive without evidence of macroscopic tumor spread to other distant organs. Whereas multiple primary tumors were rarely observed in *TH-MYCN* mice, tumors at two or three locations (abdominal/thoracic/cervical) were detected in 70% and 100% of *TH*-*MYCN*/KI *Alk^R1279Q^* and *TH*-*MYCN*/KI *Alk^F1178L^* mice, respectively (Figure 4C,D). Such multifocal tumors could be detected by micro-PET analysis (Figure 4E). Histological analysis using the criteria defined to describe human NB [30] allowed us classifying most *MYCN* tumors as NB, stroma-poor, undifferentiated and *MYCN*/*Alk* tumors as NB, stroma-poor, poorly differentiated or differentiating (Figure 4F). Immunohistochemistry confirmed that all tumors expressed the adrenergic marker TH (Supplemental Figure 3). The vast majority of both types of tumors presented with a high *mitosis*-karyorrhexis index and consistently ki67 staining revealed a high proportion of proliferating cells (Supplemental Figure 3). As expected, Alk and MYCN proteins were expressed in *MYCN/Alk* tumors (Supplemental Figure 4).

A subset of tumors was further characterized by array-CGH. This analysis indicated that genomic alterations, occurring as whole or partial chromosome gains and losses were frequent (7 out of 9) in tumors obtained in *TH-MYCN*/KI *Alk* mice in the mixed background (129×1/SvJ × C57Bl/6) (Table 1). In contrast, no alteration was detected in 9 tumors observed in *TH-MYCN*/KI *Alk* mice in the 129S2 background. These data therefore indicate that the endogenous expression of activated Alk combined with *MYCN* overexpression is sufficient to drive NB tumorigenesis in a genetic background allowing development of neuroblastic tumors. This is consistent with observations reported in double trangenic MYCN/ALK^F1174L^ mice [23].

**Table 1:** Genomic aberrations in *MYCN/Alk* tumors defined by array-CGH. Abnormalities are indicated for each tumor together with the genotype, genetic background, sex and age of the mouse. 129B6F1: F1 background from 129×1/SvJ × C57Bl6/N intercrosses

Tumor	Genotype	Genetic background	Sex	Age in days	Abnormalities in CGH
tumor 31	MYCN / KI AlkF1178L	129S2	F	36	0
tumor 28	MYCN / KI AlkF1178L	129S2	M	37	0
tumor 29	MYCN / KI AlkF1178L	129S2	F	44	0
tumor 30	MYCN / KI AlkF1178L	129S2	M	36	0
tumor 13	MYCN / KI AlkR1279Q	129S2	M	67	0
tumor 14	MYCN / KI AlkR1279Q	129S2	M	75	0
tumor 16	MYCN / KI AlkR1279Q	129S2	M	59	0
tumor 18	MYCN / KI AlkR1279Q	129S2	M	58	0
tumor 19	MYCN / KI AlkR1279Q	129S2	M	59	0
tumor 2	MYCN / KI AlkF1178L	129B6F1	M	133	2- 4- 3+ 6+ 12+ 13- 14- 16-
tumor 1	MYCN / KI AlkF1178L	129B6F1	M	133	11+
tumor 4	MYCN / KI AlkF1178L	129B6F1	F	91	3+ 17+
tumor 11	MYCN / KI AlkF1178L	129B6F1	F	98	0
tumor 38	MYCN / KI AlkF1178L	129B6F1	F	134	3+5-15q-16-
tumor 37	MYCN / KI AlkF1178L	129B6F1	M	64	0
tumor 8	MYCN / KI AlkR1279Q	129B6F1	F	181	4-5-6+10+12+13-14-17+19-
tumor 5	MYCN / KI AlkR1279Q	129B6F1	F	116	4- 4qA3+15qE2-
tumor 9	MYCN / KI AlkR1279Q	129B6F1	M	190	2q+11q+ 15qF3-

### *MYCN*/*Alk* mouse NB express both adrenergic and cholinergic markers

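RNA from 31 mouse neuroblastomas was hybridized to the Affymetrix mouse arrays named in the methods, with 1 array per tumor. The series held 10 tumors of *TH-MYCN* mice with wild-type *Alk* (*MYCN* tumors), 10 *MYCN*/*Alk* tumors with the R1279Q mutation and 11 with the F1178L mutation. The paper reports tumors at several sites in many *MYCN*/*Alk* mice, and whether any of the 31 tumors shared a mouse is not given. All tests treat the tumors as independent, so p values could be too small if some shared a mouse. The authors normalized the arrays by GCRMA, a procedure that corrects the background by probe sequence, with Brainarray annotations, and deposited log2 values. Of the 17306 rows of the deposited table, 16464 could be given a gene symbol. The 9322 rows above log2 4 in at least 10 tumors were compared between the 3 groups with limma, which fits a linear model to each gene and steadies its spread with that of all genes, and p values were adjusted by the Benjamini-Hochberg procedure with a threshold of 0.05. A gene high only in *MYCN*/*Alk* tumors could pass this filter through 10 of 21 tumors. One high only in *MYCN* tumors needed all 10, so the filter admits rises more readily than falls. *MYCN*/*Alk* stands for the mean of both mutation groups, so that each mutation has equal weight. Table 1 gives the genetic background of 18 of the 21 *MYCN*/*Alk* tumors, 9 in 129S2 and 9 in 129B6F1, and the background of the *MYCN* tumors is not given. Within each mutation, the mice in 129B6F1 were older at the time of the tumor. With F1178L they were 64 to 134 days old in 129B6F1 and 36 to 44 days in 129S2, and with R1279Q 116 to 190 days and 58 to 75 days. The number of arrays limits the precision, and values near the lower quartile of an array, 2.33 to 2.45, are close to the lowest that the method gives; where the lower group's mean was below log2 4, its values below log2 4 were set to log2 4 and the fold change is given as at least that large.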

Then, we generated expression profiles of *MYCN* and *MYCN*/*Alk* tumors. In agreement with the differences observed through histological analysis, unsupervised hierarchical clustering clearly separated both types of tumors (Figure 5A), with the exception of one *MYCN* tumor. 

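With the 865 genes of highest interquartile range, 9 of 10 *MYCN* tumors formed 1 cluster, and the 21 *MYCN*/*Alk* tumors formed the other together with *MYCN* tumor 26 (two-sided Fisher's exact test, p = 4.96e-07). Tumor 26 stood apart from the other *MYCN* tumors at *Dbh* and *Slc18a2*, but not at *Th*, where it was at 10.20 and the *MYCN* tumors ran from 9.69 to 11.59. *Dbh*, which encodes the enzyme that makes noradrenaline, was at 8.91 in this tumor and at most 7.39 in the other *MYCN* tumors. *Slc18a2*, the vesicular monoamine transporter Vmat2, was at 11.91 against at most 10.37. Among the *MYCN*/*Alk* tumors, the next split of the tree placed 5 of 6 F1178L tumors and 3 of 3 R1279Q tumors of the 129B6F1 background in 1 branch, with 4 R1279Q tumors of the 129S2 background and 1 of unknown background. The other branch held the 4 F1178L tumors of the 129S2 background, 1 F1178L tumor of 129B6F1, 1 R1279Q tumor of 129S2 and 1 tumor of each mutation with unknown background. The first principal component over the tested genes carried 31.6% of the variance and the next 10.2%. Pearson's correlation distance and Ward's linkage were used, since the text names neither. With complete linkage 0 *MYCN* tumors lay outside their cluster, which then also held 3 *MYCN*/*Alk* tumors (two-sided Fisher's exact test, p = 6.45e-06).

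**Figure D1:**
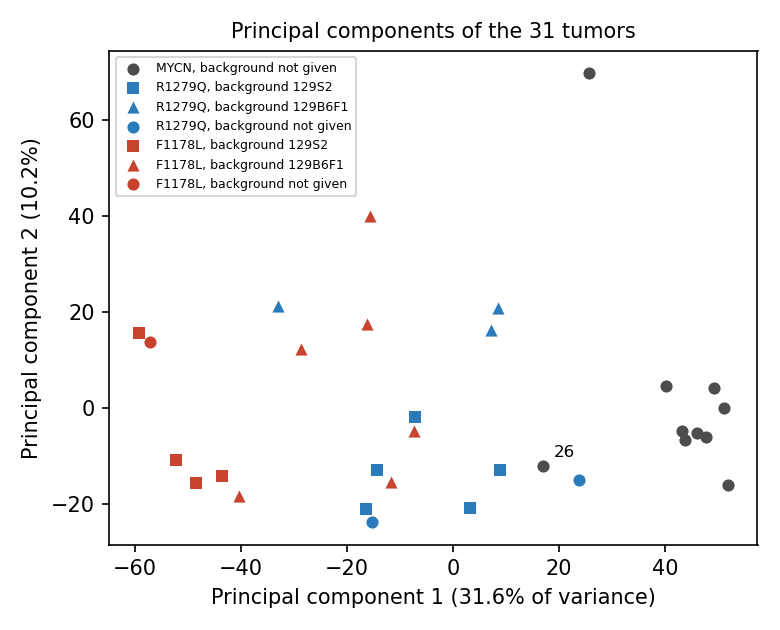
Principal components of the 31 tumors over the tested genes, with the share of variance on each axis. Each point is a tumor, colored by genotype and shaped by background; tumor 26 lies nearer to the *MYCN*/*Alk* tumors than the other *MYCN* tumors do along component 1.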

Figure 5B shows the subset of genes presenting with the highest increased expression in *MYCN/Alk* tumors compared with *MYCN* tumors. Among them, we identified *Ret*, previously shown to be increased at birth in PNS ganglia of Alk mutant animals as well as the *Vgf* (non-acronymic, nerve growth factor inducible gene) and *Vip* (Vasoactive intestinal peptide) genes. In addition to its role in proliferation of late stage neurogenesis, Ret signaling has been shown to control cholinergic properties in immature sympathetic neurons and *Vip* is co-expressed in these cells [26]. Moreover, Vgf expression is a hallmark of Ret-signaling hyperactivity [27,28]. Both *MYCN*/*Alk* and *MYCN* tumors presented with a high expression of the adrenergic markers Th, Dbh and Vmat2 (Supplemental Figure 2B). These data therefore indicate that, unlike *MYCN* tumors which are fully adrenergic, *MYCN/Alk* tumors express both adrenergic and cholinergic markers. 

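Of the 9322 genes tested, 1775 were higher and 2018 lower in *MYCN*/*Alk* than in *MYCN* tumors, and 488 rose and 325 fell at least 2-fold. Besides *Vip*, genes with large rises past the threshold and a higher mean of at least log2 6 were *Prph*, *Adcyap1*, *Plppr5* and *Snhg11*, named without order since some were near the background in *MYCN* tumors. *Prph*, the intermediate filament peripherin of peripheral neurons, was at 2.26 ± 0.54 (SD, n = 10) in *MYCN* tumors, near the background, with a log2 fold change of at least 4.57 (adjusted p = 3.49e-09 from limma). *Adcyap1*, which encodes the neuropeptide PACAP, rose by at least 4.55 (adjusted p = 1.52e-06). *Gal* (galanin) rose by at least 3.49, *Ebf3*, a transcription factor of neuronal differentiation, by at least 2.71, *Egln3*, a prolyl hydroxylase that acts on HIF, by at least 2.45, and *Scg2* (secretogranin II) by 3.78. Among the large falls were those of *Fcgr4*, an Fc receptor of myeloid cells, by at least 2.98 (adjusted p = 5.09e-08), and *Asb4*, by at least 3.47 (adjusted p = 3.15e-07). *Alas2*, which encodes the heme synthesis enzyme of erythroid cells, fell by at least 2.10, *Clec4a3*, a myeloid lectin receptor, by at least 2.53 and *Gpc3*, a glypican, by 3.27. Of the 50 names that Figure 5B prints, 49 matched a tested gene, and 49 of these were higher past the threshold. Figure 5B was drawn from these arrays and was seen beforehand, so that count is not independent evidence of the direction. Of the 50 largest rises in the fit, 47 had their mean in R1279Q tumors between those of *MYCN* and F1178L tumors, and 15 were higher in F1178L than in R1279Q tumors past the threshold. With *MYCN*/*Alk* tumors of the 129B6F1 background alone, 2304 genes changed, and with those of 129S2 alone 4300 (9 tumors of each background).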

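*Ret*, *Vgf* and *Vip* were higher in tumors with either mutation. *Ret*, the receptor tyrosine kinase on chromosome 6, was at 5.37 ± 0.97 (SD, n = 10) in *MYCN* tumors, 7.47 ± 1.27 (SD, n = 10) in R1279Q tumors and 9.32 ± 0.68 (SD, n = 11) in F1178L tumors. Its log2 fold change in *MYCN*/*Alk* tumors was 3.03 (standard error 0.37, adjusted p = 3.78e-07 from limma). *Vgf* lies on chromosome 5 and encodes a secreted neuropeptide precursor. It was at 6.42 ± 0.79 in *MYCN*, 8.55 ± 1.59 in R1279Q and 9.64 ± 1.33 in F1178L tumors, a log2 fold change of 2.67 (standard error 0.47, adjusted p = 6.23e-05). *Vip*, the gene for vasoactive intestinal peptide on chromosome 10, was at 2.58 ± 0.56 in *MYCN*, 7.81 ± 4.30 in R1279Q and 11.02 ± 3.72 in F1178L tumors, a log2 fold change of at least 5.40 (adjusted p = 6.83e-05). It exceeded log2 4 in 1 of 10, 7 of 10 and 10 of 11 tumors, respectively. The *MYCN* tumor above log2 4 was tumor 26. Between the mutations, *Ret* was higher in F1178L tumors by 1.85 (standard error 0.42, adjusted p = 0.00909; 2.12 within 129S2, adjusted p = 0.0076, and 1.43 within 129B6F1, adjusted p = 0.958), whereas the differences of *Vgf* (1.09, adjusted p = 0.186) and *Vip* (3.21, adjusted p = 0.13) did not pass the threshold. Of the other Ret receptor and ligand genes listed before the data were examined, only the co-receptor gene *Gfra3* was high enough to be tested, with a log2 fold change of 0.78 in *MYCN*/*Alk* tumors (standard error 0.48, adjusted p = 0.194).

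**Figure D2:**
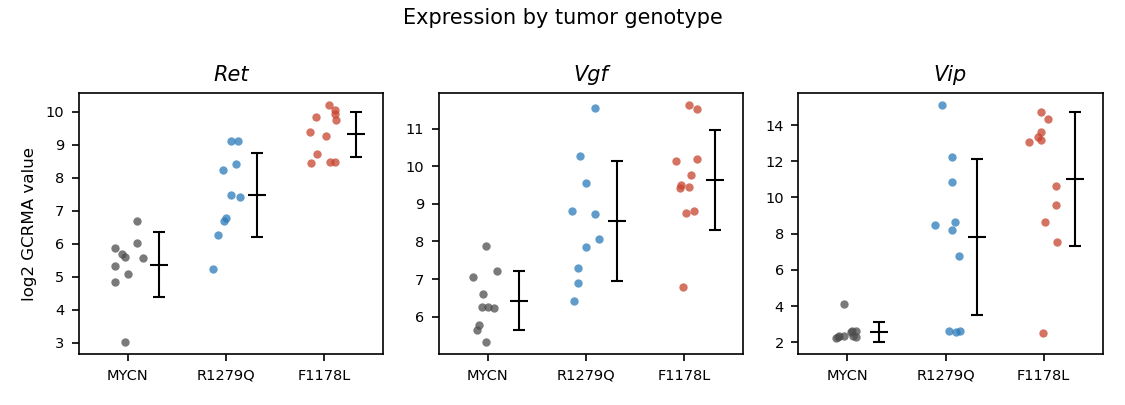
Log2 GCRMA values of *Ret*, *Vgf* and *Vip* by tumor genotype. Each point is a tumor, with the mean and SD of each group beside the points; the lowest F1178L tumor for *Ret* is at 8.46 and the highest *MYCN* tumor at 6.68.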

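*Th*, which encodes tyrosine hydroxylase, the rate-limiting enzyme of catecholamine synthesis, was at 10.57 ± 0.60 (SD, n = 10) in *MYCN* tumors. It was at 12.15 ± 0.86 (SD, n = 10) in R1279Q and 13.09 ± 0.41 (SD, n = 11) in F1178L tumors. *Dbh* was at 7.03 ± 0.78 in *MYCN*, 8.76 ± 1.29 in R1279Q and 10.67 ± 0.69 in F1178L tumors. *Slc18a2* (Vmat2) was at 9.86 ± 0.88 in *MYCN*, 11.96 ± 0.74 in R1279Q and 12.39 ± 0.88 in F1178L tumors. The log2 fold changes in *MYCN*/*Alk* tumors were 2.05 for *Th* (standard error 0.24, adjusted p = 2.27e-07 from limma), 2.69 for *Dbh* (standard error 0.35, adjusted p = 1.06e-06) and 2.31 for *Slc18a2* (standard error 0.31, adjusted p = 1.63e-06). In F1178L against R1279Q tumors, *Dbh* was higher by 1.92 (adjusted p = 0.00596) and *Th* by 0.94 (adjusted p = 0.0327), and *Slc18a2* by 0.43 without passing the threshold (adjusted p = 0.45). Within 129S2, the differences were 2.68 for *Dbh* (adjusted p = 0.0019), 0.33 for *Th* (adjusted p = 0.314) and 0.44 for *Slc18a2* (adjusted p = 0.142), and within 129B6F1 they were 0.67, 0.70 and -0.23, all without passing the threshold. For *Th* the difference was 0.50 with background as a covariate in the 18 tumors of Table 1 (adjusted p = 0.182). In *MYCN* tumors, the *Dbh* and *Slc18a2* values of tumor 26 lay far above those of the other 9.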

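Of 10 adrenergic marker genes listed before the data were examined, 7 rose in *MYCN*/*Alk* tumors, 0 fell and 3 did not pass the test (7 higher when adjusted over the list alone). Besides *Th*, *Dbh* and *Slc18a2*, these included *Maoa*, which encodes the monoamine oxidase that degrades noradrenaline, with a log2 fold change of 1.43 (standard error 0.30, adjusted p = 3.61e-04 from limma), *Gch1*, needed for the cofactor of tyrosine hydroxylase, with 1.02, and *Ddc*, the decarboxylase that makes dopamine, with 0.51. The noradrenaline transporter gene *Slc6a2* rose by at least 0.38, and *Chgb* (chromogranin B) had a log2 fold change of -0.55 (adjusted p = 0.4). The list passed limma's camera test with a preset correlation between genes of 0.01 (adjusted p = 1.06e-04) and limma's fry (adjusted p = 1.35e-06), but not camera with an estimated correlation (adjusted p = 0.135). Of 12 cholinergic marker genes, 10 were on the array with a symbol and 2 were high enough to be tested. *Vip* rose, and *Prima1*, the membrane anchor of acetylcholinesterase, had a log2 fold change of -0.17 (adjusted p = 0.562). *Slc18a3*, the vesicular acetylcholine transporter, exceeded log2 4 in 2 of 11 F1178L tumors, and *Ache*, acetylcholinesterase, in 5 of 11. Both were below it in every *MYCN* and R1279Q tumor. *Slc5a7*, the choline transporter, was below log2 4 in every tumor, as were *Sst*, *Calcb*, *Gfra2* and *Hmx3*, and *Tlx3*, a homeobox gene, exceeded it in 1 *MYCN* and 1 F1178L tumor. *Chat*, the choline acetyltransferase, and *Calca* were not analysed here, since no row of the table could be given their symbols. From the rise of *Ret*, *Vgf* and *Vip*, together with the link of Ret signaling to cholinergic properties in immature sympathetic neurons and the high adrenergic markers in both types of tumors, the paper concludes that *MYCN* tumors are fully adrenergic and that *MYCN*/*Alk* tumors express markers of both kinds.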

Further Gene Ontology analysis documented an enrichment of several categories related to neuronal functions, such as neuronal cell body (z-score: 6.43), axon (z-score: 5.69) and synapse (z-score: 4.69) in *MYCN*/*Alk* tumors. 

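In 3 lists of neuronal genes more genes rose than fell in *MYCN*/*Alk* tumors, but 0 of 3 lists passed as a group when the correlation between genes was estimated (adjusted p from limma's camera = 0.135, 0.258 and 0.258). Since the Gene Ontology sets were not at hand, the lists were named after the categories and written before the data were examined. The names printed in Figure 5B, which come from these arrays, had also been seen before the data. *Ret*, *Dbh*, *Mapt*, *Sncg*, *Doc2b* and *Grm7* are among them, so that the lists may not be independent of these arrays. Of 28 tested genes of the neuronal cell body, 17 rose, 2 fell and 9 did not pass the test (17 and 2 when adjusted over the list alone). The list holds *Ret*, *Dbh* and *Th*, and *Htr3a*, a serotonin-gated channel, fell by at least 1.46. Of 34 axon genes, 21 rose and 4 fell (22 and 4 when adjusted over the list alone). *Mapt*, which encodes the microtubule protein tau, had a log2 fold change of 2.75 (standard error 0.30, adjusted p = 7.70e-08 from limma) and *Sncg* (gamma-synuclein) at least 2.79, while the guidance receptor *Nrp2* fell by 1.73. Of 30 synapse genes, 19 rose and 0 fell (21 higher when adjusted over the list alone), with *Doc2b*, a calcium sensor of vesicle release, at a log2 fold change of at least 1.71 (adjusted p = 3.99e-10), *Grm7*, a metabotropic glutamate receptor, at no less than 1.67, and *Syn2* (synapsin II) at 2.36. The median log2 fold changes were 0.63, 0.63 and 0.65. Schwann cell and precursor markers moved with these groups. Of 17 listed, 6 were high enough to be tested, and 5 of these were higher, with a median of 2.03. Endothelial and mural markers moved against the neuronal lists, with 8 of 9 tested genes (15 listed) lower and a median of -1.47. Neither of these 2 marker lists passed when the correlation was estimated. With the preset correlation, the adjusted p from limma's camera was 4.26e-06 for the cell body, 9.20e-08 for the axon and 9.20e-08 for the synapse list. limma's fry, which asks only whether a list moved in 1 direction and not whether it moved more than other genes, gave adjusted p values of 8.82e-07, 1.75e-05 and 1.75e-05. In 22 of 100 splits of the 31 tumors, the real one included, all 3 lists passed as higher with the preset correlation.

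**Figure D3:**
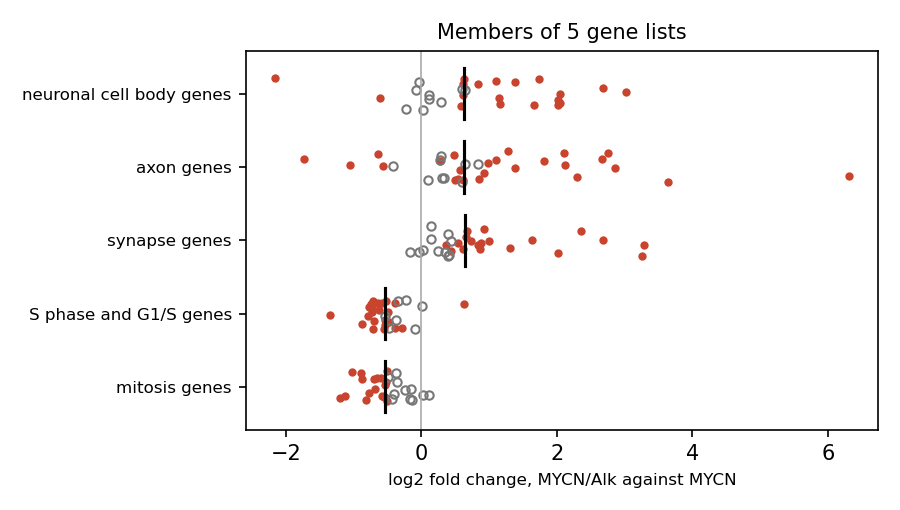
Log2 fold changes of the tested members of 5 gene lists in *MYCN*/*Alk* against *MYCN* tumors. Each point is a gene, filled where it passed the threshold, and the bar is the median of the list; the medians of the neuronal lists are above 0 and those of the S phase and mitosis lists below 0.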

Finally, we observed that expression of the murine *Mycn* gene was significantly higher in *MYCN*/*Alk* tumors compared with *MYCN* tumors, as previously described in transgenic *ALK^F1174L^* mice [22]. 

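*Mycn*, the murine gene on chromosome 12, was at 5.50 ± 0.67 (SD, n = 10) in *MYCN* tumors. Its log2 fold change in *MYCN*/*Alk* tumors was 2.57 (standard error 0.29, adjusted p = 1.79e-07 from limma). Against *MYCN* tumors, it was 1.96 in R1279Q tumors (standard error 0.34, adjusted p = 2.59e-04) and 3.18 in F1178L tumors (standard error 0.33, adjusted p = 3.09e-08). The *MYCN* tumors reached up to 6.98, in tumor 26, and the F1178L tumors started at 7.15, so that these groups did not overlap. Whether the probes of the array also bind transcripts of the human *MYCN* transgene cannot be read from the deposited values. *Odc1*, the ornithine decarboxylase gene and a classical target of MYC proteins, fell by 1.07 in *MYCN*/*Alk* tumors (standard error 0.16, adjusted p = 9.06e-06). Of 21 tested MYC target and ribosome biogenesis genes, 0 rose and 15 fell (16 lower when adjusted over the list alone), among them *Cad*, an enzyme of pyrimidine synthesis, by 1.04 and *Nolc1*, a nucleolar protein, by 0.94. Among cell type markers, 8 of 9 of endothelial and mural cells (median -1.47) and 8 of 11 of macrophages (median -0.86) fell as well, and 5 of 6 of Schwann cells rose (median 2.03). The list passed limma's camera test with the preset correlation (adjusted p = 4.26e-06) and limma's fry (adjusted p = 4.14e-05), but not camera with an estimated correlation (adjusted p = 0.258).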

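In R1279Q tumors *Mycn* was at 7.46 ± 0.95 (SD, n = 10) and in F1178L tumors at 8.68 ± 0.75 (SD, n = 11). The log2 difference was 1.22 (standard error 0.33, adjusted p = 0.0254 from limma). *Alk*, on chromosome 17, was at 9.62 ± 0.48 in R1279Q and 9.68 ± 0.66 in F1178L tumors, a log2 difference of 0.06 (standard error 0.26, adjusted p = 0.912). Across all genes, 264 were higher and 531 lower in F1178L than in R1279Q tumors, and 345 and 389 when each array's median was set to the same value. They were 219 and 230 with background as a covariate, and 121 and 99 with background and sex. The excess of falls thus depended on the setting. The total of 795 became 3042 with array weights, 2609 within 129S2, 0 within 129B6F1, 220 with background and sex as covariates, and 346 to 455 without R1279Q tumor 13, 18 or 24 or F1178L tumor 28, 29, 31 or 36. Within 129B6F1, 462 of the 9322 tested genes had an unadjusted p under 0.05 by limma, and 439 by the Student's test. That is no more than the 1 in 20 that chance alone gives. The two-tailed Student's test gave a p of 0.0666 for *Mycn* after adjustment over all tested genes. The paper's methods name that test without such an adjustment, so this criterion is stricter than the paper's own. By limma, the adjusted p was 0.055 with background and sex as covariates in the tumors of Table 1 (log2 difference 1.32). It was 0.0519 or 0.0592 without R1279Q tumor 18 or 24, and tumor 24 is not in Table 1.

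**Figure D4:**
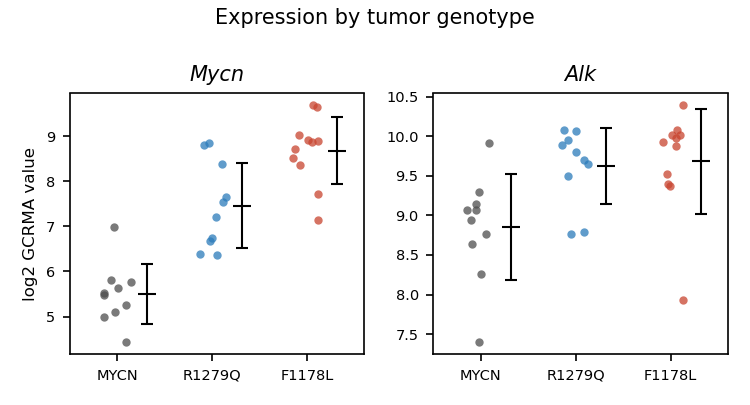
Log2 GCRMA values of *Mycn* and *Alk* by tumor genotype. Each point is a tumor, with the mean and SD of each group beside the points; for *Alk* the R1279Q and F1178L tumors overlap over most of their range.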

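In the tumors of Table 1, *Mycn* and *Alk* were also compared within each genetic background. In 129S2, the F1178L mice were 36 to 44 days old, with 2 females and 2 males. The R1279Q mice of 129S2 were 58 to 75 days old, with 0 females and 5 males. Mutation can therefore not be told apart from age within 129S2, and sex is unbalanced there. Within the 129S2 background, the difference in *Mycn* was 1.77 (adjusted p = 0.0103 from limma), with means of 9.11 ± 0.36 (SD, n = 4) for F1178L and 7.34 ± 0.79 (SD, n = 5) for R1279Q. Within 129B6F1, it was 0.99 (adjusted p = 0.958 from limma), with 8.55 ± 0.83 (SD, n = 6) and 7.56 ± 1.11 (SD, n = 3). The difference in *Alk* was 0.28 within 129S2 (adjusted p = 0.127) and 0.18 within 129B6F1 (adjusted p = 0.973).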

Interestingly, it was higher in *Alk* F1178L tumors than *Alk* R1279Q tumors and we made the same observation for the *Alk* gene itself (Supplemental Figure 2B).

**Figure 5:**
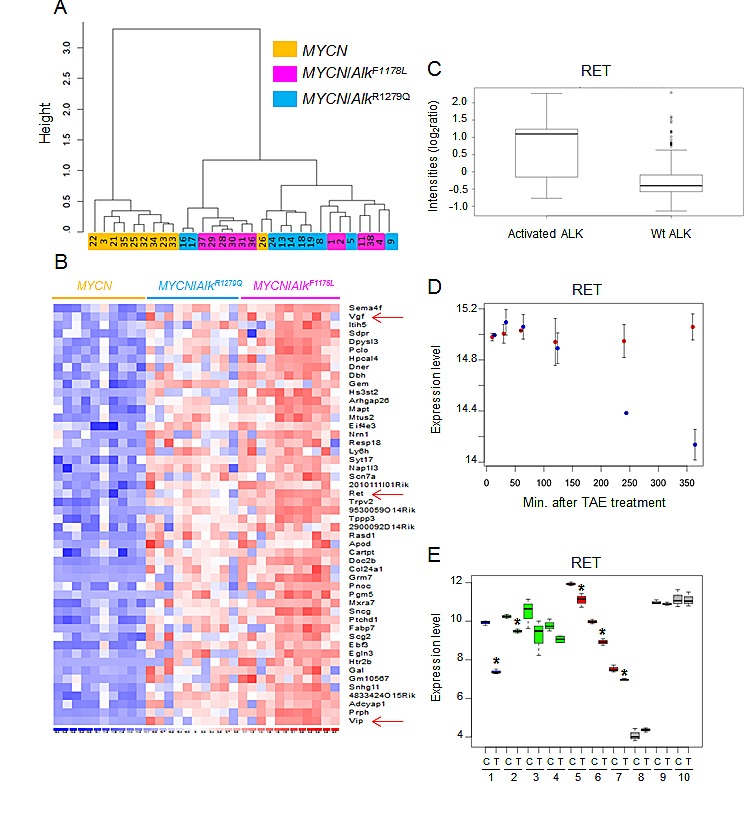
*Ret* is upregulated in murine and human NB exhibiting Alk activation (A) Unsupervised hierarchical clustering using the top 5% genes with the highest IQR clearly separates *MYCN* and *MYCN*/*Alk* tumors. (B) The list of the top 50 upregulated genes in *MYCN*/*Alk* tumors is shown together with a heatmap. It includes the *Ret, Vgf* and *Vip* genes. (C) Expression level of the *RET* gene in primary tumors with (n=16) and without ALK activation (n=144) as determined by Schulte and colleagues [29]. (D) RET down-regulation in CLB-Ga upon TAE-684 treatment (blue). Untreated cells are shown in red. (E) Decreased expression of *RET* upon TAE-684 treatment in human NB cell lines with amplified ALK (blue), F1174L ALK (green) or R1275Q ALK (red). Cell lines with Wt ALK appear in grey. C: Control cells; T: TAE-684 treated cells. 1: NB-1; 2: Kelly; 3: SK-N-SH; 4: SMS-KNCR; 5: CLB-Ga; 6: LAN5; 7: UKF-NB-3; 8: IMR-32; 9: NGP; 10: SK-N-AS. P values were calculated using one-sided Wilcox-test.

### ALK activation controls RET expression in human NB

The observation of a strong upregulation of *Ret* in *MYCN*/*Alk* tumors prompted us to investigate *RET* expression in human tumors presenting with and without ALK activation. We took advantage of the data set of Schulte and colleagues, reporting the expression profiles of such tumors [29]. A differential analysis with multiple testing correction identified the *RET* gene as being upregulated in tumors with activated ALK compared with tumors with Wt ALK (P <0.05). A boxplot of *RET* expression level in these tumors is shown in Figure 5C. To further document the link between ALK activation and *RET* expression, ALK inhibition was first achieved in the *ALK* mutated CLB-Ga human NB cell line using the ALK kinase inhibitor TAE-684 [30]. Figure 5D shows that *RET* was strongly down-regulated upon ALK inhibition. Then, a panel of 10 human NB cell lines was treated for 6 hours with TAE-684. As expected, TAE-684 indeed led to downregulation of phosphoALK (data not shown). Strikingly, we observed a strong down-regulation of *RET* and its target gene *VGF* upon TAE-684 treatment in cell lines presenting with activated ALK (by mutation or amplification) but not in cell lines with Wt ALK (Figure 5E and Supplemental Figure 5). For *VIP*, a decreased expression was observed in 3 out of 7 cell lines with activated ALK after TAE-684 treatment (Supplemental Figure 5). By contrast, the expression level of the adrenergic marker *DBH* was not altered by ALK abrogation (Supplemental Figure 5). Altogether, our observations indicate that *RET* expression is controlled by ALK activation.

### *MYCN/Alk* tumors are sensitive to the Ret inhibitor vandetanib

To further investigate the role of RET in the oncogenic function of activated ALK, we took advantage of vandetanib (ZD-6474), a kinase inhibitor originally described as a second generation EGFR inhibitor but subsequently found to be more potent against VEGFR2 and RET [31]. As shown in Supplemental Figure 6, we documented that Vegfr2 and Egfr were not, or hardly detected in *MYCN*/*Alk* tumors. We first treated *MYCN*/KI *Alk^R1279Q^* mice with palpable abdominal tumors with 100 mg/kg/day crizotinib or 75 mg/kg/day vandetanib by oral gavage. As shown in Figure 6A, after 10 days of treatment we observed a strong reduction in abdominal tumor weight in mice treated either with crizotinib or vandetanib as compared with controls (crizotinib: mean±SD= 1.20±0.18 g *versus* 3.35±0.42 g, p<0.001; vandetanib: mean±SD = 1.79±0.31 g *versus* 3.35±0.42 g, p<0.01). Since the ALK F1174L mutation has been shown to be resistant to crizotinib [22,23,32] we then treated *MYCN*/KI *Alk^F1178L^* mice with vandetanib. We documented a significant decrease in abdominal tumor weight in treated mice (mean±SD = 1.13±0.11 g *versus* 2.08±0.32 g, p<0.05; Figure 6A). These results provide proof of principle that tumors expressing both the *Alk* R1279Q and F1178L mutations are sensitive to Ret inhibition. We further explored the expression level of the Ret protein in non-treated and treated tumors. Figure 6B shows that Ret protein levels are strongly decreased following crizotinib treatment of mice with the R1279Q mutation, which shows that Ret functions as a target of activated Alk *in vivo*. We also evaluated the Ret expression level after vandetanib treatment for both mutations and did not observed any strong difference (Figure 6B,C).

**Figure 6:**
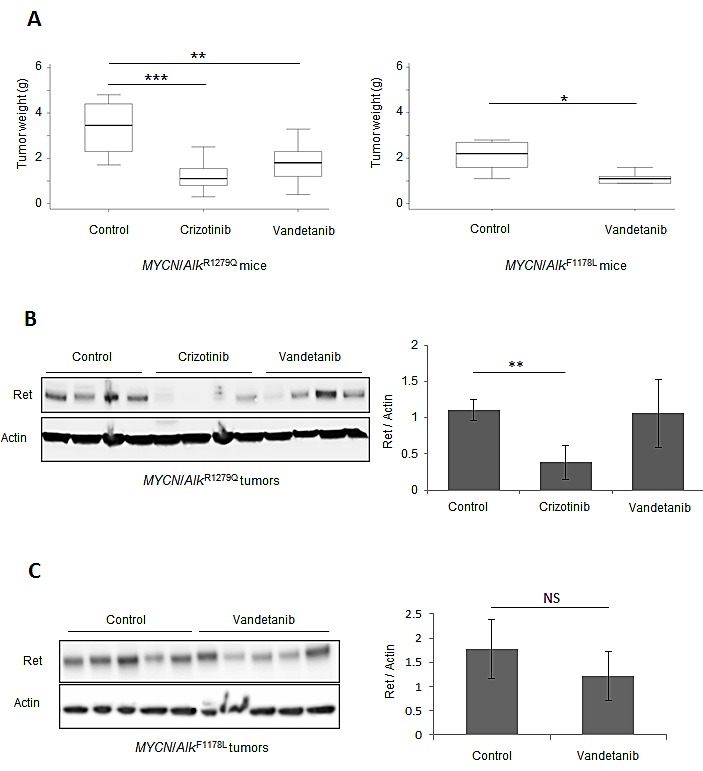
Vandetanib impairs NB growth *in vivo* (A) Left panel, *MYCN*/KI *Alk^R1279Q^* mice were treated for 10 days with control (n=8), crizotinib (n=11) or vandetanib (n=8); right panel, *MYCN*/KI *Alk^F1178L^* mice were treated for 10 days with control (n=5) or vandetanib (n=6). Treatment efficacy was determined by measuring tumor weight at sacrifice. (B) and (C) The Ret expression level was investigated by Western blot in *MYCN*/KI *Alk^R1279Q^* and *MYCN*/KI *Alk^F1178L^* treated tumors and controls using the anti-Ret antibody EPR2871 (Abcam). Actin was used as a standard for quantification.

## DISCUSSION

In this study, we investigated the role of physiological level of activated *Alk* in mouse SNS development and NB oncogenesis. In KI *Alk^F1178L^* mice, we characterized an enlargement of the SCG and stellate ganglia from embryonic to adult stages. Further analysis of embryonic and P0 stages indicated that activated Alk affects neurogenesis in sympathetic ganglia in two ways. First, the observation of an increased number of sympathetic neuroblasts in mutant mice at E12.5 suggests that mutated Alk acts at an early stage to elicit either the generation of more neuroblasts from progenitors or an increase of neuroblast proliferation. Second, our data provide evidence that Alk activation induces a prolonged proliferation of sympathetic neurons, already detected at E14.5 and revealed at P0 by transcriptomic analysis and ki67 staining. This abnormal proliferation was no more detectable at P18 and KI mice did not develop NB. This strongly suggests that a second and cooperative genetic event (*e.g. MYCN* amplification) is required to achieve NB tumorigenesis, which is in agreement with the incomplete penetrance of *ALK* mutations in familial cases. Nevertheless, the abnormalities of the sympathetic ganglia of KI *Alk* mice described here may provide a clue for NB predisposition in patients with germline *ALK* mutations.

Recently, an oncogenic cooperation between ALK^F1174L^ and *MYCN* overexpression has been reported in zebrafish and mouse transgenic models [21-23]. Furthermore, *in vitro* studies indicated an higher transforming capacity of ALK F1174L compared with ALK R1275Q [17]. We now show that both F1178L and R1279Q *Alk* mutations accelerate tumor onset and increase tumor penetrance in a *MYCN* context. This is the first demonstration *in vivo* that the R1279Q mutation is able to cooperate with *MYCN* and that the oncogenic potential of the F1178L mutation is higher than that of the R1279Q mutation. This may be related at least in part to the stronger upregulation of murine *Mycn* in *MYCN*/*Alk* tumors bearing the F1178L mutation compared with the R1279Q one, consistently with the reported gene dosage effect of *MYCN* in transgenic mice [8].

Strikingly, we observed that *Ret* expression is controlled by activated Alk not only in *MYCN*/*Alk* mice tumors but also in human NB cell lines presenting with mutation or amplification of the *ALK* gene. In addition, the analysis of the data set of Schulte and colleagues [29] provided strong evidence that RET is also upregulated in human primary tumors exhibiting ALK activation achieved by amplification or point mutation. Interestingly, the *ALK* gene itself is upregulated in human NB presenting with *ALK* mutations [29]. 

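In the arrays of the 31 tumors, *Alk* was at 8.85 ± 0.67 (SD, n = 10) in *MYCN* tumors and higher in *MYCN*/*Alk* tumors, with a log2 fold change of 0.80 (standard error 0.23, adjusted p = 0.0059 from limma). Against *MYCN* tumors, the log2 fold change of *Alk* was 0.77 with R1279Q (standard error 0.26, adjusted p = 0.0406) and 0.83 with F1178L (standard error 0.26, adjusted p = 0.00941). The *MYCN* tumors spread from 7.40 to 9.92, so that they overlapped with both mutation groups. Taking only *MYCN*/*Alk* tumors of the 129B6F1 background, the log2 fold change of *Alk* was 0.41 (adjusted p = 0.343), and with those of 129S2 it was 1.12 (adjusted p = 6.17e-04).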

Strikingly, this upregulation is also observed in murine *MYCN*/*Alk* tumors compared with *MYCN* tumors and in the ganglia of mutated animals, in agreement with the reported ALK autoregulation [19,33]. Altogether, these data strongly indicate that tumors obtained in our models are fully relevant to human NB.

Importantly, Ret is known to regulate neuronal migration and axonal growth through the entire SNS [34]. Our observations of an increased *Ret* expression in *MYCN*/*Alk* mice tumors together with an enrichment of genes related to neuronal cell body, axon and synapse categories are therefore in line with the aforementioned roles of Ret in the sympathetic ganglia. Interestingly, abnormalities of the SNS have been reported in mice bearing *Ret* alterations. *Ret^−/-^* mice displayed reduction in the size of the sympathetic ganglia associated with an increased cell death at birth [34], increased cell cycle length at E16.5 and a decreased number of neuroblasts at E18.5 [24]. Conversely in KI *Alk^F1178L^* mice we documented an excess of proliferation in sympathetic ganglia between E14.5 and P0, an increased Ret expression at P0 as well as an enlargement of this tissue. Altogether, these data suggest that activated Alk may exert at least part of its effects on the sympathetic ganglia via Ret signaling.

To further address the role of the RET kinase in the oncogenic function of activated ALK we used vandetanib that has been shown to inhibit RET/MEN2A and RET/MEN2B oncoproteins, as well as RET/PTC3 and Wt RET [35]. We showed that tumors from *MYCN*/KI *Alk^R1279Q^* mice responded to vandetanib *in vivo* with a sensitivity similar to the one measured with the ALK inhibitor crizotinib. In addition, growth of tumors bearing the ALK F1178L mutation, was also impaired by vandetanib. These data therefore indicate that inhibition of only the *Alk* or *Ret* oncogene is sufficient to impair tumor growth, although these tumors also express high level of the *MYCN* gene. Consistently with the *in vitro* data showing that Alk inhibition results in Ret down-regulation in ALK activated NB, we observed a down-regulation of Ret in mice tumors with mutated ALK upon crizotinib treatment.

Crizotinib was recently evaluated in children with refractory solid tumors including NB [36]. However, the limited number of patients with a defined ALK status did not allow drawing strong conclusion regarding crizotinib activity on different ALK mutations. Our demonstration that crizotinib is active *in vivo* in a relevant model of NB corresponding to the R1275Q mutation is of high clinical interest. Interestingly, vandetanib has been shown recently to be well-tolerated and highly active in children with locally advanced or metastatic medullary thyroid cancer in the context of a *RET* M918T mutation [37]. These data may encourage clinicians to consider RET inhibition in NB cases with ALK activation and subsequent high RET expression, particularly in cases presenting with mutations at F1174 exhibiting crizotinib resistance.

## METHODS

### Establishment of the *Alk^R1279Q^* and *Alk^F1178L^* KI mouse lines

*Alk^R1279Q^* and *Alk^F1178L^* KI animals were generated at the Mouse Clinical Institute, Illkirch, France. The R1279 and F1178 positions in the murine Alk receptor correspond to R1275 and F1174 positions in the human ALK receptor, respectively (Figure 1A,D). The targeting vector for *Alk^R1279Q^* (Figure 1B) was constructed as described in Supplementary Methods. Targeted 129Sv/Pas Embryonic Stem (ES) clones were confirmed by PCR and Southern blot and injected into C57BL/6J blastocysts to generate chimeric mice. Chimeras (L2) were crossed with transgenic Cre mice (C57BL/6) to check transmission of the targeted allele in the germline and excise the Neo cassette on F1 progenies (L-). A further cross was performed to segregate the Cre transgene. PCR analysis of genomic tail biopsy DNA was performed as described in Supplementary Methods. For the *Alk^F1178L^* mutation, the detailed procedure is provided in Supplementary Methods.

The care and use of animals used in this study were strictly applying European and National Regulation in force for the Protection of Vertebrate Animals used for Experimental and other Scientific Purposes (Directive 86/609). The protocol complies with internationally established 3R principles, more precisely in accordance with ‘Guidelines for the generation, breeding, care and use of genetically modified and cloned animals for scientific purposes’ (National Health and Medical Research Council NHMRC, Australia, 2007) and the UKCCCR guidelines (Guidelines for the welfare and use of animals in cancer research) [38].

### RT-qPCR

First strand cDNA synthesis was performed on 1 μg of total RNA by use of High capacity cDNA reverse transcription kit (Applied Biosystems). Alk and actin mouse cDNA expression were determined using TaqMan^®^ Universal Master Mix and the TaqMan^®^ gene expression assays Mm01226182-m1 and 4352341E (Applied Biosystems), respectively.

### *TH*-*MYCN* mice

*TH*-*MYCN* mice used in this study have been previously described [8]. Mice on a 129×1/SvJ background were obtained from the NCI mouse repository (http://mouse.ncifcrf.gov/) and further backcrossed on 129S2/SvPasCrl background (abbreviated 129S2, Charles River). Genotyping was performed as previously described [39].

### Tumor histology and immunohistochemistry

Mice tumors were dissected at sacrifice, fixed in a mix of ethanol-acetic acid-formol and paraffin-embedded. Tissue sections were stained with hematoxylin, eosin and safran (HES) and evaluated by a pediatric pathologist. Histochemical analysis was performed with ki67 (SC, #7846; dilution 1/300) and TH (Aves, #TYH; dilution 1/100) antibodies.

### Analysis of sympathetic ganglia

Animals were killed and immediately dissected to collect SCG and stellate ganglia. Ganglia were fixed and surface was evaluated (x2.5, Leica DMR, Vega v2.1 ClaraVision software). Ganglia were then included in agarose and paraffin-embedded. Alternatively, they were fixed for immunostaining or immediately frozen in liquid nitrogen for RNA extraction.

### Immunostaining and quantification of islet1- and ki67-positive cells

E12.5 and E14.5 mouse embryos and P0 stages were fixed in 4% paraformaldehyde overnight, washed with PBS and immersed in 30% sucrose for 24 h. After embedding in Tissue Tek 12 μm cryosections were collected. After antigen retrieval in 10 mM sodium citrate buffer pH 6.0 at 95°C for 20 min sections were incubated overnight at 4°C in PBS/10% FCS/1% BSA with anti-mouse ki67 (BioLegend) and mouse anti-islet1 (Developmental Studies Hybridoma Bank) diluted 1:200 and 1:40, respectively. Alexa 594 anti-rat and Alexa 488 anti-mouse were used as secondary antibodies. To estimate the number of islet1-positive cells, the number of islet1-positive cells in the ganglion area were counted from every sixth section. The density of islet1-positive cells was determined from counts of positive cells. To derive the number of islet1-positive cells /ganglion, counted cells are transformed to counts per volume and corrected according to the Linderstrom-Lang/Abercrombie equation [40].

### ^18^F[FDG] PET Imaging

Micro-PET analysis was performed as described in Supplementary Methods.

### Transcriptomic profiling of mice samples

Transcriptomic profiling of tumors and sympathetic ganglia was performed using Affymetrix Mouse Genome 430 2.0 arrays according to the manufacturer's instructions. RNA was collected from tumors using the miRNeasy kit (Qiagen) and from ganglia (pooled SCG and stellate ganglia) using Trizol^®^ and RNA precipitation. Arrays were normalized by the GCRMA procedure using Brainarray annotations [41].

### Genomic profiling

Genomic DNA from mouse tumors was analyzed versus reference normal DNA. The samples were labeled and co-hybridized to the NimbleGen Mouse CGH 3×720K WG-T arrays according to the manufacturer's protocol. Arrays were washed and then scanned on a GenePix 4000B Scanner using GenePix 5.0 software. Raw data were normalized using NimbleScan v2.5 software (Roche NimbleGen). The normalized data were processed using NimbleScan softwares.

### Treatment of human NB cell lines with TAE-684 and expression analysis

Human NB cell lines were genotyped by DNA fingerprinting (PowerPlex, Promega) and have been previously described [42]. They were grown in RPMI 1640 medium (Invitrogen) supplemented with 10% FCS and antibiotics. They were treated in triplicate with 0.3 μM TAE-684 (Novartis) or DMSO (VWR) for 6 hours. Then expression profiling on the Affymetrix HG-U133PLUS2 platform was performed according to the manufacturer's protocol. The CLB-Ga cell line was treated with 0.3 μM TAE-684 and harvested in duplicate at 6 different time points (10', 30', 60', 120', 240' and 360') for subsequent expression profiling on a custom Agilent 44k expression array using labeling and hybridization protocols of the manufacturer. Affymetrix array data were normalized using the RMA method, while Agilent expression profiling data were normalized using VSN (variance stabilization and normalization) in R packages affy and limma, respectively.

### *In vivo* crizotinib and vandetanib treatment

Crizotinib and vandetanib were purchased from Medchem express. *TH-MYCN*/KI *Alk^R1279Q^* mice with palpable tumors (49 days old) were treated with 100 mg/kg/day crizotinib or 75 mg/kg/day vandetanib by oral gavage. *TH-MYCN*/KI *Alk^F1178L^* mice with palpable tumors (36 days old) were treated with 75 mg/kg/day vandetanib.

### Statistical analysis

Unless otherwise specified, two-tailed Student's t test was used to assay significance. Single, double and triple asteriks indicate statistically significant differences: * P ≤ 0.05; ** P ≤ 0.01; ***, P ≤ 0.001. Survival curves were constructed according to the Kaplan-Meier method and compared using the log-rank test.

### Data deposition

The GEO public database accession numbers for the microarrays data are GSE46583 and GSE46584 for tumors and sympathetic ganglia, respectively.

## SUPPLEMENTARY METHODS AND FIGURES

How the deposited data were processed for this re-analysis (not part of the article)

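Expression was measured in 31 tumors, 10 *MYCN*, 10 *MYCN*/*Alk* R1279Q and 11 *MYCN*/*Alk* F1178L, on the Affymetrix mouse arrays named in the paper's methods, with 1 array per tumor. The deposited log2 values are the authors'. The paper's methods state that the arrays were normalized by GCRMA with Brainarray annotations, without the version or the steps. The values ran from 1.31 to 15.46, and the medians of the arrays from 4.22 to 4.66, so they were used as they stand. Raw intensities were not processed again. Arrays give no counts, so that only the number of tumors and the signal over background limit the precision. Of 17306 rows, 842 had no single gene symbol in the annotation at hand and were kept without a name, among them 392 of the rows tested. GCRMA gives no call of what is above background, so log2 4 was taken as that limit: where the lower group's mean was below it, the lower group's values below it were set to it and the fold change was given as at least that large, a bound chosen after the data were seen. Genes that could not be named, such as *Chat*, *Calca* and *Mki67*, were not analysed here.

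Tumors were grouped by the genotype in their labels, and the number of each tumor linked it to Table 1, which gives background, sex, age and array-CGH calls of 18 *MYCN*/*Alk* tumors. Rows above log2 4 in at least 10 tumors were tested, 9322 in all. limma 3.58.1 in R 4.3.3 fitted the 3 groups together, and 4 comparisons were made: *MYCN*/*Alk* as the mean of both mutations against *MYCN*, F1178L against *MYCN*, R1279Q against *MYCN*, and F1178L against R1279Q. Tests were two-sided, with Benjamini-Hochberg adjusted p values and a threshold of 0.05. A further model with mutation and background compared 129B6F1 with 129S2 in the 18 tumors of Table 1, where background goes with age. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

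Clustering used 1 minus Pearson's r and Ward's linkage over the 5% of genes with the highest interquartile range. Gene lists were tested with limma's camera, at a preset correlation of 0.01 and with an estimated one, for lists with at least 3 tested genes, and with fry. Medians of lists were taken over the fitted fold changes, without the bound at log2 4 used for single genes. The lists were written before the data were examined: adrenergic and cholinergic markers; genes of the paper's main claims; Ret receptors and ligands; genes of the neuronal cell body, axon and synapse; neuropeptides; sympathoadrenal transcription factors; neurotrophin receptors; S phase, mitosis, MYC target and ribosomal protein genes; ERK pathway, Alk ligand, PI3K and cholesterol synthesis, hypoxia, p53 target, Bcl2 family and mesenchymal genes; interferon, MHC class I and heat shock genes; and markers of Schwann, chromaffin, adrenal cortex, fibroblast, endothelial, macrophage, T, B, erythroid, fat, muscle and kidney cells. Figure 5B had been seen before the data, so that lists holding genes it prints may not be independent of these arrays. Genes were named by a rule set at the same time as the lists. It takes every gene the paper names for these tumors, the 12 largest rises and 12 largest falls past the threshold in *MYCN*/*Alk* against *MYCN* and in F1178L against R1279Q with a higher mean of at least log2 6, up to 4 members of each list, the names printed in Figure 5B, which were seen beforehand, and the 5 largest differences each way between backgrounds. In *MYCN*/*Alk* against *MYCN*, the higher mean was the larger of the *MYCN* mean and the mean of both mutation means. Other genes are named only where they are members of a list, differ in their background effect between mutations or stand out in tumor 26, and were chosen after their values were seen.

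Alternatives set before the data were examined were no filter, a filter at log2 6, quantile normalization, equal medians of the arrays, the two-tailed Student's test of the methods, the *MYCN*/*Alk* tumors as 1 group, array weights, a trended and robust moderation, subsets and covariates of background and sex, leaving out tumor 26 or each tumor in turn, other linkages, distances and gene sets for the clustering, and other references for the CGH comparison. Age as a covariate was added after the data were seen. Fits with background, sex or age as covariates used only the 18 tumors of Table 1. Each model was also run on 100 splits of the tumors, the real one included. The test was run on simulated data with the spread of these tumors, in which 92% of genes changed by log2 1 were recovered in *MYCN*/*Alk* against *MYCN*, 78% in F1178L against R1279Q and 72% between backgrounds. Gene names and chromosomes came from the platform table and the mouse RefSeq table.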

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

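The tests on tumor 26, the test of a lower share of tumor cells, the model with age and the splits of the direction between mutations were chosen after the results they concern had been seen. The tests on *Mycn* with *Th*, of array scaling and the other splits were set beforehand.

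*Mycn* rose more with F1178L than with R1279Q, by 1.22. Since the human *MYCN* transgene is driven by the promoter of tyrosine hydroxylase, signal from it in the *Mycn* probes was predicted to follow *Th* from tumor to tumor. Over the deviations of the 31 tumors from their genotype means, Pearson's r was -0.32 (95% interval -0.61 to 0.05 by Fisher's transformation, permutation p = 0.115, adjusted p = 0.153 over 4 relations), Spearman's rho was -0.44 (permutation p = 0.0196, adjusted p = 0.0392), and r was -0.47 without the 2 tumors farthest from the median. Within the groups r was -0.63 for *MYCN*, -0.09 for R1279Q and -0.55 for F1178L tumors. Between the groups *Th* moved with *Mycn*, by 2.05 in *MYCN*/*Alk* tumors and by 0.94 between the mutations, as such signal would. Within 129S2, however, the mutations differed by 1.77 for *Mycn* and 0.33 for *Th*, and within 129B6F1 by 0.99 and 0.70, of which only the 1.77 passed the threshold. Within the groups the values show no *Mycn* signal that rises with *Th*. They cannot decide the source of a difference between groups, since it was assumed and not tested that transgene signal follows *Th*. Signal from the transgene, its copy number, age and a change in the tumor cells themselves stay open.

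*MYCN* tumor 26 lay among the *MYCN*/*Alk* tumors and was far from the other *MYCN* tumors for *Vip* (4.12), *Dbh* (8.91) and *Slc18a2* (11.91). For *Vip* the other *MYCN* tumors were at most at 2.62, below log2 4, so that most of this distance lies near the background. Of 16 gene and group pairs examined this way, chance calls about 1 in 20. An exchange of labels with a *MYCN*/*Alk* tumor stays open, as does a single wrong label: 0 *MYCN*/*Alk* tumors lay in the *MYCN* cluster, but with complete linkage R1279Q tumors 8, 9 and 24 lay in a cluster with all *MYCN* tumors, tumor 26 included. In tumor 8 all 9 whole chromosomes called by array-CGH moved in expression as called, which speaks for its label, and the sexes of tumors 8 and 9 matched Table 1. R1279Q tumor 24 was at 2.55 for *Vip*, 6.58 for *Dbh* and 5.22 for *Ret*, as in *MYCN* tumors, but at 1.95 for *Fcgr4*, 3.01 for *Clec4a3* and 3.48 for *Cd72*, where the lowest of the *MYCN* tumors other than 26 were at 6.35, 5.55 and 4.33. Its mean over 551 genes that rise was 6.29, against 6.36 in tumor 26 and 5.43 to 5.74 in the other *MYCN* tumors. Normal neuronal tissue in the sample may account for part of it: over the 54 genes that fall by at least log2 2, tumor 26 was lower than the other *MYCN* tumors by a median of 0.75, within what an equal share of other tissue would give, and tumor 22 by 0.83. A further count also leaves this open, with 4 genes (*Fcgr4*, *Asb4*, *Dusp14* and *Clec4a3*) more than log2 1 below every other *MYCN* tumor in tumor 26 and 5 in tumor 22. In the remaining *MYCN* tumors the medians were -0.29 to 0.39 and the counts 0 to 3. Tumor 22 is a weak comparison, since many of its chromosomes lay low in expression. In tumor 26 the 4 genes lay 4.38, 2.48, 2.36 and 2.09 below the lowest other *MYCN* tumor, more than an equal share of other tissue would give. However, *Fcgr4* (1.97), *Dusp14* (2.25) and *Clec4a3* (3.46) were below log2 4 in tumor 26, so that their distances are uncertain.

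Genes of S phase (median -0.54), mitosis (-0.53) and MYC targets (-0.51) were lower in *MYCN*/*Alk* tumors, in data the paper does not discuss, and these lists did not pass with an estimated correlation (adjusted p = 0.469, 0.534 and 0.258). A lower share of tumor cells was predicted to raise the markers of all other cell types. Those of endothelial and mural cells had a median of -1.47, while those of Schwann cells had 2.03. This cannot decide the question, since the makeup of the other cells may differ as well. Neither list passed camera with an estimated correlation (adjusted p = 0.258 for both). A lower share of tumor cells thus stays open. Array scaling stays open: with the median of each array set to the same value 3 of 3 lists passed as lower, but this moved the difference between the groups by only 0.006 and so could not change them. A change in the tumor cells with the *Alk* mutation stays open and untested, and by ki67 staining the paper reports a high proportion of proliferating cells in most tumors of both types.

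Among the *MYCN* tumors *Ret* was lowest in tumor 32, at 3.02, and the next was at 4.83. The value of tumor 32 lies under the limit taken for the background, so that this distance is uncertain. The rises against *MYCN* tumors differed between F1178L and R1279Q also for *Dbh* by 1.92, for *Ret* by 1.85 and for *Th* by 0.94. These differences were 2.68, 2.12 and 0.33 within 129S2 and 0.67, 1.43 and 0.70 within 129B6F1, and of these only *Dbh* and *Ret* within 129S2 passed the threshold. Between the backgrounds, 465 genes differed in the 18 *MYCN*/*Alk* tumors of Table 1, a comparison the paper does not report (1 gene with age as a covariate), and for 7 genes the difference between backgrounds itself differed between mutations. Further groups outside those the paper discusses moved in *MYCN*/*Alk* tumors: the medians were 2.12 for neuropeptides and secretory granule proteins, 0.69 for ERK pathway feedback and target genes, and -0.86 for macrophage markers, and these lists did not pass with an estimated correlation (adjusted p = 0.121, 0.258 and 0.469).

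For the counts of changed genes chance was unlikely, since the real split was the largest, 1 of 100, in each comparison. The real counts and the highest of the other splits were 3793 and 15 for *MYCN*/*Alk* against *MYCN*, 4333 and 323 for F1178L against *MYCN*, 1667 and 2 for R1279Q against *MYCN*, 795 and 110 for F1178L against R1279Q, and 465 and 3 between backgrounds. Chance could well account for the 3 neuronal lists with the preset correlation, since 22 of 100 splits had 3 of 3 lists past the threshold, the highest of the other splits included.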

How the results depend on the processing

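Age as a covariate was chosen after the data were seen, all other alternatives before. *Ret*, *Vgf*, *Vip* and *Mycn* kept their rise in *MYCN*/*Alk* tumors under every alternative run, and leaving out each tumor gave fitted values of 2.77 to 3.17, 2.51 to 2.84, 6.43 to 7.26 and 2.45 to 2.74. *Alk* kept its rise in *MYCN*/*Alk* tumors (0.64 to 0.92 with each tumor left out) except with 129B6F1 tumors alone (0.41, with adjusted p values over all alternatives from 4.79e-06 to 0.343). With 129B6F1 tumors alone, 2304 genes changed in *MYCN*/*Alk*, 2207 in F1178L and 683 in R1279Q against *MYCN* tumors. With 129S2 tumors alone, the counts were 4300, 4644 and 1832. Each background had 9 *MYCN*/*Alk* tumors, so a smaller number of tumors alone does not account for the 2304. For R1279Q, 129B6F1 had 3 tumors and 129S2 had 5. With array weights, 3479 changed in R1279Q against *MYCN* and 3042 in F1178L against R1279Q. The latter count was 481 without a filter, where more genes are tested, and 340 with the Student's test. It was 449 with background and 220 with background and sex as covariates, both fitted to the 18 tumors of Table 1 only, and 2609 within 129S2. Within 129B6F1 it was 0 by limma, with 462 of 9322 genes at an unadjusted p under 0.05 (439 by the Student's test), no more than the 1 in 20 that chance gives. Leaving out each tumor gave 346 to 1184. It moved by over 1.5 times without R1279Q tumor 13 (439), 18 (407) or 24 (346) and without F1178L tumor 28 (450), 29 (449), 31 (369) or 36 (455). *Mycn* in F1178L against R1279Q kept its direction, but not the threshold, with the Student's test (1.22, adjusted p = 0.0666), within 129B6F1 (0.99, adjusted p = 0.958), with background and sex (1.32, adjusted p = 0.055), and without R1279Q tumor 18 (1.14) or 24 (1.10); adjusted p values ran from 9.84e-04 to 0.958. *Alk* in that comparison passed nowhere and ranged from -0.033 to 0.24 with each tumor left out. Complete linkage left 0 *MYCN* tumors outside their cluster, and an estimated correlation left 0 of the 3 neuronal lists past the threshold. Between backgrounds, 195 genes differed with sex and 1 with age as a covariate, 216 within F1178L and 30 within R1279Q. Leaving out each tumor gave 115 to 849, moving by over 1.5 times without tumor 1 (301), 2 (244), 8 (231), 11 (254), 13 (293), 14 (291), 16 (241), 19 (275), 28 (115), 29 (135), 30 (180), 31 (232), 9 (768) or 37 (849). *Igfbpl1*, lower in F1178L than in R1279Q tumors, had a difference of 0.039 within 129B6F1, and *AI662270*, higher in 129B6F1, had -1.52 with age as a covariate. Of 2590 values of other named genes, 2265 kept direction and side of the threshold, 244 lost and 50 gained the threshold, 2 reversed and 29 changed sign without passing in either setting. Causes were not tested apart from the smaller or larger sets named. The cholinergic markers on the array apart from *Vip* and *Prima1* were below log2 4 in most tumors, near the background, which limits what can be seen of them.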

Differences from the paper's values

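The paper states that *Alk* was higher in F1178L than in R1279Q tumors (Supplemental Figure 2B, which was not at hand). In the deposited values the difference was 0.06 (standard error 0.26, adjusted p = 0.912), with means of 9.68 and 9.62. No alternative passed the threshold, and the largest differences were 0.28 with background and sex as covariates (adjusted p = 0.51) and 0.28 within 129S2 (adjusted p = 0.127). For *Mycn*, for which the paper states the same direction, the difference was 1.22 (adjusted p = 0.0254 from limma). By limma it missed the threshold with background and sex as covariates in the 18 tumors of Table 1 (1.32, adjusted p = 0.055) and within 129B6F1 (0.99, adjusted p = 0.958). The Student's test gave 0.0666 after adjustment over all tested genes. The methods name that test without such an adjustment, so this value does not set the paper's own test aside. The number of *MYCN* tumors outside their cluster was 1, as in the paper, and the height of the top join of the tree matched that of Figure 5A.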

Other observations

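The splits used below for the direction between the mutations were chosen after that result was seen. The model with age was also chosen after the data were seen. More genes of cell division fell than rose in *MYCN*/*Alk* against *MYCN* tumors, but the lists did not pass with an estimated correlation (adjusted p = 0.469 and 0.534). Of 30 tested genes of S phase, 1 rose and 22 fell, among them *Gins2*, a factor of replication origins, by 1.35, *Cdk4* by 0.87 and *Mcm5*, a subunit of the replicative helicase, by 0.77. Of 29 mitosis genes 0 rose and 18 fell (20 lower when adjusted over the list alone), among them *Cenpe*, a kinetochore motor, by 1.19, *Plk1* by 1.12 and *Bub1b*, of the spindle checkpoint, by 1.03. With the preset correlation the adjusted p values were 1.56e-05 and 2.08e-05, and 0.00213 and 0.00901 by fry, which asks only whether a list moved in 1 direction. Of 17 neuropeptide and secretory granule genes 14 rose and 0 fell, among them *Cartpt* by 3.28 and *Tac1* (tachykinin precursor) by at least 1.12 (adjusted p = 3.75e-07, and 0.121 with an estimated correlation). Of 11 ERK pathway feedback and target genes 6 rose and 1 fell, with *Etv5*, a transcription factor induced by ERK, at 2.17 (standard error 0.23, adjusted p = 7.07e-08 from limma), *Spry2* at 1.12 and *Spry1*, both feedback inhibitors, at -0.78 (adjusted p of the list 0.00788, and 0.258 with an estimated correlation).

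Markers of other cell types moved apart. Of 6 Schwann cell markers 5 rose, among them *Fabp7* by at least 2.76 and *Apod* by at least 2.64, and 8 of 9 endothelial and mural markers fell, among them *Acta2* by 2.09 and *Cldn5*, of endothelial junctions, by at least 1.06 (adjusted p = 0.00595 and 7.83e-04, and 0.258 for both with an estimated correlation). Of 11 macrophage markers 0 rose and 8 fell (9 lower when adjusted over the list alone), among them *Fcer1g* by 1.36 and *Cd68* by 1.03 (adjusted p = 0.00409, and 0.469 with an estimated correlation). *Kdr*, which encodes Vegfr2, exceeded log2 4 in 7 of 10 *MYCN*, 1 of 10 R1279Q and 0 of 11 F1178L tumors, and *Egfr* in 0 tumors.

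By fry the adjusted p values were 3.69e-07 for neuropeptides, 9.27e-05 for ERK pathway genes, 3.64e-04 for Schwann cell, 1.04e-04 for endothelial and mural and 0.00339 for macrophage markers. The other lists did not pass the camera test in *MYCN*/*Alk* against *MYCN*, apart from the 5 genes of the paper's main claims, which were picked from these tumors (5 rose; adjusted p = 4.85e-05, and 0.0358 with an estimated correlation). Of these other lists, Alk ligand (adjusted p = 0.0466), PI3K and cholesterol synthesis (0.0366) and p53 target genes (0.00901) passed fry, as did the 5 genes (2.96e-10). Of the sympathoadrenal transcription factors 3 rose and 3 fell of 12, with *Ebf1* at 1.77, *Isl1* at 0.43 and *Insm1* at -0.56 (adjusted p = 0.694). The counts that rose and fell were 1 and 1 of 9 ribosomal protein genes, 2 and 0 of 5 Alk ligand and adaptor genes, 3 and 0 of 10 PI3K and cholesterol synthesis genes, 3 and 1 of 12 hypoxia genes, 3 and 0 of 9 p53 targets, 2 and 1 of 6 Bcl2 family genes, 1 and 0 of 7 mesenchymal genes, 0 and 2 of 4 MHC class I genes and 1 and 0 of 9 heat shock genes. Among cell type markers they were 1 and 2 of 9 for chromaffin cells, 2 and 1 of 13 for fibroblasts, 0 and 0 of 3 for fat cells and 0 and 0 of 3 for muscle. Too few genes were high enough for a list test of the neurotrophin receptors (1 tested), interferon genes (2), adrenal cortex (2; 1 fell) and erythroid markers (1, *Alas2*), and 0 for T cell, B cell and kidney markers.

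In F1178L against R1279Q tumors, among genes past the threshold with a higher mean of at least log2 6, large rises were those of *Prph* (4.30), *Gda*, a guanine deaminase (2.75), *Hs3st2* (2.67) and *Islr2* (at least 2.18), and large falls those of *Cd5l*, a protein of macrophages (-3.04), *Igfbpl1* (-2.37), *Dock10* (-2.35) and *Clec7a*, a myeloid receptor (-2.14). Of the genes changed in *MYCN*/*Alk* against *MYCN* tumors, 84.1% had the same sign in F1178L against R1279Q. With the mutation labels of the *MYCN*/*Alk* tumors drawn anew, the highest share was 82.7% and the median 53.5%. The real split was thus the largest, 1 of 100, but only just. With no filter the share of splits as large, the real one included, was 0.03, so that chance is unlikely but not excluded. Of 542 genes past the threshold in both comparisons, 539 had the same direction.

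Between the backgrounds, 147 genes were higher and 318 lower in 129B6F1 than in 129S2. Large differences past the threshold were those of *Zfp939* (at least 3.07, adjusted p = 1.09e-04), *Pclaf*, a replication factor (3.72), and *Nxf3* (3.06), and in the other direction *Gpm6a*, a neuronal membrane glycoprotein (-4.32), *Rps4l* (lower by at least 2.91) and *Pgm5* (-3.62). Among the 465, 160 also changed in *MYCN*/*Alk* against *MYCN* (3793 of all 9322) and 37 in F1178L against R1279Q (795 of all 9322), in both cases no larger a share than among all tested genes. The difference between backgrounds differed between mutations for *Anxa5*, *Phox2a*, *Cd9*, *Esyt1*, *Tmtc1*, *Thg1l* and *Crip2*, by up to -5.50 for *Phox2a*, a transcription factor of noradrenergic neurons (adjusted p = 0.00331). With age as a further covariate 1 gene, *Aldh1a1*, differed between backgrounds (779 at an unadjusted p under 0.05) and 0 changed with age (621) by limma. Age and background went together within the mutations (r = 0.88), so that most of the differences could not be assigned to either.

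The labels were checked against Table 1. *Xist* and *Eif2s3y* matched the sex of 18 of 18 tumors. Of the whole chromosomes that array-CGH called in 6 tumors, 11 gained and 13 lost, the median expression was above that of tumors without a call in 7 of 11 gained and below it in 13 of 13 lost chromosomes. The gained chromosomes below it were 6 and 12 in tumor 2 and 3 (-0.06) and 17 (-0.13) in tumor 4, so that 0 of 2 calls of tumor 4 were met. In tumor 2 the lost chromosomes lay at only -0.11 to -0.02, against an SD of 0.051 in tumors without a call. Most of these calls thus say little about its label. The called tumors were of 129B6F1, and with the 2 tumors of that background without a call as reference the counts were 8 of 11 and 10 of 13. The mean of gained minus lost was 0.31 (one-sided permutation p = 1.0e-05, the smallest that 100000 permutations can give), and 0.30 and 0.26 with other references. Tumors without CGH data also had chromosomes that stood apart: chromosome 3 was at 0.55 in *MYCN* tumor 25 and 0.50 in *MYCN* tumor 32, and chromosome 14 at -0.45 in R1279Q tumor 24, against an SD of 0.051 in tumors without a call. In *MYCN* tumor 22, 12 chromosomes were at -0.31 to -0.22, so that shifts of this kind are not read as copy number here. The closest arrays were those of R1279Q tumors 16 and 17, with r of 0.988 over the tested genes and an SD of the difference of 0.35, so that these arrays were not copies of each other. Whether any tumors came from 1 mouse is not given.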
